A study of Mus musculus with 40 samples.

How the data were processed

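Gene expression was measured by RNA sequencing in 34 libraries of E14tg2a, a mouse embryonic stem cell line. The labels also describe 6 reduced representation bisulfite libraries, which measure DNA methylation. They were not analysed here, so every result rests on RNA. Per the labels' protocols, cells were kept in GMEM with fetal bovine serum and leukaemia inhibitory factor, total RNA was taken with a PureLink kit, and libraries were made with the Collibri stranded kit. The aligner, the counting tool, the genome build, the annotation and any filter on reads are not stated in the labels or in the tables.

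The deposited tables hold raw counts per gene symbol, with 1 column per library and no normalization. The values were whole numbers whose column totals differed. The genotype table has 55276 genes in 12 libraries, the Pramel7 table holds 55291 genes in 12 libraries and the time course table holds 55276 genes in 10 libraries. A second genotype table of 8 libraries held the same values as the first in all 442208 of 442208 places and was not tested again. Every column matched 1 labelled sample, so 0 columns were left unmatched. In the genotype and time course tables, 26 symbols appear as dates, and 4 of these entries share a symbol. They took at most 0.089% and 0.099% of a library's counts and stayed in the tables as unnamed features. The Pramel7 table has 0 such symbols. Because the way reads were assigned is not stated, counts of near-identical copies are uncertain, which concerns the Zscan4, Usp17l, Tdpoz, Tcstv, Sprr2a and Dux families. Overlapping and antisense genes carry the same limit.

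Libraries were grouped by their labels. Titles were used throughout except for 1 pair, whose title names Dppa2 and Dux and whose description names the Ctbp double knockout and Dppa2. The description was used, and the counts of the targeted genes were checked against it before any comparison. Total counts ran from 19944644 to 36025046 in the genotype table, from 10123058 to 30135341 in the Pramel7 table and from 16674526 to 30169626 in the time course. Structural RNA genes (signal recognition particle, 7SK, RNase and ribosomal precursor transcripts) took 15.04% to 26.53%, 8.91% to 19.51% and 15.8% to 24.11% of the counts in these tables. Intervals and floors cover counting error only, since the reads carry no molecular identifiers.

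Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood F test on the deposited counts. Genes were kept by filterByExpr, which left 21193, 20161 and 20612 genes in the 3 tables. Library sizes were scaled by trimmed mean of M values, with factors from 0.878 to 1.099, from 0.877 to 1.17 and from 0.915 to 1.099. All libraries of a table shared 1 fit with group as the only term, because most groups have 2 libraries. P-values were adjusted by the Benjamini-Hochberg method, and a gene counts as called under an adjusted p of 0.05. Fitted log2 fold changes use a prior count of 0.125. Standard errors (SE) are given for only some of them. Each was computed as the absolute log2 fold change divided by the square root of the F statistic. It is not an estimate of the fit itself and is approximate where counts were low. CPM values are counts relative to the scaled library size, and their standard deviations are between libraries. Scores of gene sets are means over genes of log2 CPM with a prior count of 2, set relative to WT or to day 0. Sets were tested with fry from limma 3.58.1, which estimates the correlation between genes from the residuals. A fold against a group whose libraries all hold 3 counts or fewer is a lower bound, computed against 3 counts. Medians of gene lists are also given with such genes at their bound, called the bounded median. It leaves out genes at or under the floor in both groups, and a bound that would change sign was set to 0.

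The comparisons, the test, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined. The lists were 2-cell genes (39 genes, of which 28, 21 and 29 were tested in the genotype, Pramel7 and time course tables), pluripotency genes (12 genes), DNA methylation genes (8 genes) and germline genes (15 genes, with 14 tested in the genotype and time course tables). The rule named the targeted genes and 10 further genes in every comparison. It added up to 3 genes per direction with the largest change among called genes whose libraries did not overlap between groups, with at least 50 counts on average in the higher group and no predicted-gene symbol. Values of the always-named genes that did not differ are given only for some comparisons. Dppa4 and Zfp352 were on that list and are not discussed further. Chosen after the data were seen were the Dux-dependent and Dux-independent sets, the chromosome medians, the comparison of the pairs of WT libraries and the sets' interaction tests.

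Chromosome membership was taken by symbol from a RefSeq gene table of assembly GRCm38.p6, which matched 18245, 17544 and 17879 of the tested genes. No coordinates were taken from it. Chromosome medians used genes with a mean log2 CPM of at least 2. Groups were tested against each other only within a table. Lists of called genes and a few levels were also compared between tables.

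The code was tested on simulated counts drawn from the real libraries' means and sizes, with 200 genes changed by known folds. In the genotype table, 21193 genes were simulated and 20292 tested, and edgeR recovered 82% of the changed genes with 3.5% false calls. In the Pramel7 table, with 20161 simulated and 19588 tested, it recovered 78% with 5.5% false calls. In the time course, with 20612 simulated and 19826 tested, it recovered 81.5% with 8.9% false calls. DESeq2 1.42.0 recovered 84.5%, 86.5% and 80.5%, with 10.6%, 14.8% and 10.1% false calls. Of the log2 fold changes of 1, edgeR recovered 67%, 58% and 66% in the 3 tables, and of those of 2 it recovered 97%, 98% and 97%. The changed genes were drawn only from genes above a minimum mean count, so recovery at low counts was not tested.

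The alternatives were DESeq2's Wald test with its size factors, relative log expression and upper quartile scaling, no filter on low counts, a minimum mean count of 10, an added minimum log2 fold change of 1, a fit of only the groups compared, the replicate number as a block, each pair of WT libraries alone, a prior count of 2 and leaving out each library in turn. Leaving out the genes of chromosomes 5, 8 and 11 was added after the data were seen.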

Results

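RNA was sequenced from E14tg2a cells, a mouse embryonic stem cell line, in 34 libraries that fall into 3 tables. The series asks how the loss of CtBP, a transcriptional corepressor encoded by Ctbp1 and Ctbp2, changes genes of the 2-cell-like state, and which part of the change needs Dux, a transcription factor gene active in the 2-cell embryo. The genotype table holds 2 libraries each of WT cells, a Ctbp double knockout (CtbpDKO), a Dux knockout (DuxKO), the combined Ctbp and Dux knockout (Ctbp-Dux TKO), a Dppa2 knockout (Dppa2KO) and the combined Ctbp and Dppa2 knockout (DKO-Dppa2). The Pramel7 table holds 4 WT libraries and 2 each of DuxKO, Pramel7 overexpression (P7OE), Pramel7 overexpression in DuxKO cells (DuxKO-P7OE) and a Pramel7 knockout (P7KO). The time course holds 2 libraries each at days 0, 3, 9, 12 and 18 of CtbpDKO cells, under a label that carries the word Dox without saying what was given. Totals ran from 19944644 to 36025046 counts per library in the genotype table, from 10123058 to 30135341 in the Pramel7 table and from 16674526 to 30169626 in the time course. In pairs of libraries of 1 group, the chi-square per gene ran from 12.93 to 146.9, far above sampling noise, so no library was a copy of another of its group. Libraries of different groups were not compared in this way. All tests between groups are within a table and between groups of 2 libraries, except where the 4 WT libraries of the Pramel7 table enter.

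The targeted genes were read first. Ctbp1 had 1911 and 2109 counts in the WT libraries of the genotype table. It had 1 and 2 counts in CtbpDKO, 2 and 4 in Ctbp-Dux TKO, and 4 and 0 in DKO-Dppa2. Ctbp1 was at least 726-fold lower in CtbpDKO than in WT (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 1.14e-10). Ctbp2 was counted at 43.7 ± 0.159 CPM (SD, n = 2) in CtbpDKO against 213 ± 2.65 CPM (SD, n = 2) in WT, which is 20.5% of the WT level. Its log2 fold change was −2.29 (SE 0.08, edgeR quasi-likelihood adjusted p 7.65e-10, Benjamini-Hochberg). Dux, listed as Duxf3, had 1 and 0 counts in WT, 40 and 24 in CtbpDKO, and 0 and 0 in DuxKO, Ctbp-Dux TKO, Dppa2KO and DKO-Dppa2. With WT under the floor of 3 counts, the loss of Dux RNA could be read in Ctbp-Dux TKO against CtbpDKO (at least 7.27-fold lower, edgeR quasi-likelihood adjusted p 0.0197, Benjamini-Hochberg) but not in DuxKO against WT. DESeq2 gave no adjusted p for that gene in that comparison. Dppa2 had 1707 and 1868 counts in WT, 1208 and 1027 in Dppa2KO, and 426 and 464 in DKO-Dppa2. Its log2 fold change was −0.92 (SE 0.11, adjusted p 0.000124) in Dppa2KO against WT and −2.22 (SE 0.11, adjusted p 1.31e-07) in DKO-Dppa2 against CtbpDKO, both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Reads over Dppa2 thus stayed far above 0 in the libraries labelled as Dppa2 knockouts.

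The labels of DKO-Dppa2 conflict, since the title names Dppa2 and Dux and the description names the Ctbp double knockout and Dppa2. The description was used. The Ctbp1 counts of 4 and 0 go with it. The Duxf3 counts of 0 and 0 also go with the title, and since Dppa2KO had the same counts, a Ctbp line that lacks both Dppa2 and Dux is not excluded. In the Pramel7 table, Pramel7 had 2, 2, 4 and 2 counts in WT, 435 and 431 in P7OE, 537 and 588 in DuxKO-P7OE, 0 and 0 in DuxKO, and 0 and 3 in P7KO. The P7KO label could therefore not be checked by RNA at this depth, and the difference from WT was not past the threshold (edgeR quasi-likelihood adjusted p 0.598, Benjamini-Hochberg). Pramel7 stood at 20.1 ± 8.62 CPM (SD, n = 2) in P7OE and at 53 ± 5.25 CPM (SD, n = 2) in DuxKO-P7OE.

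**Figure D1:**
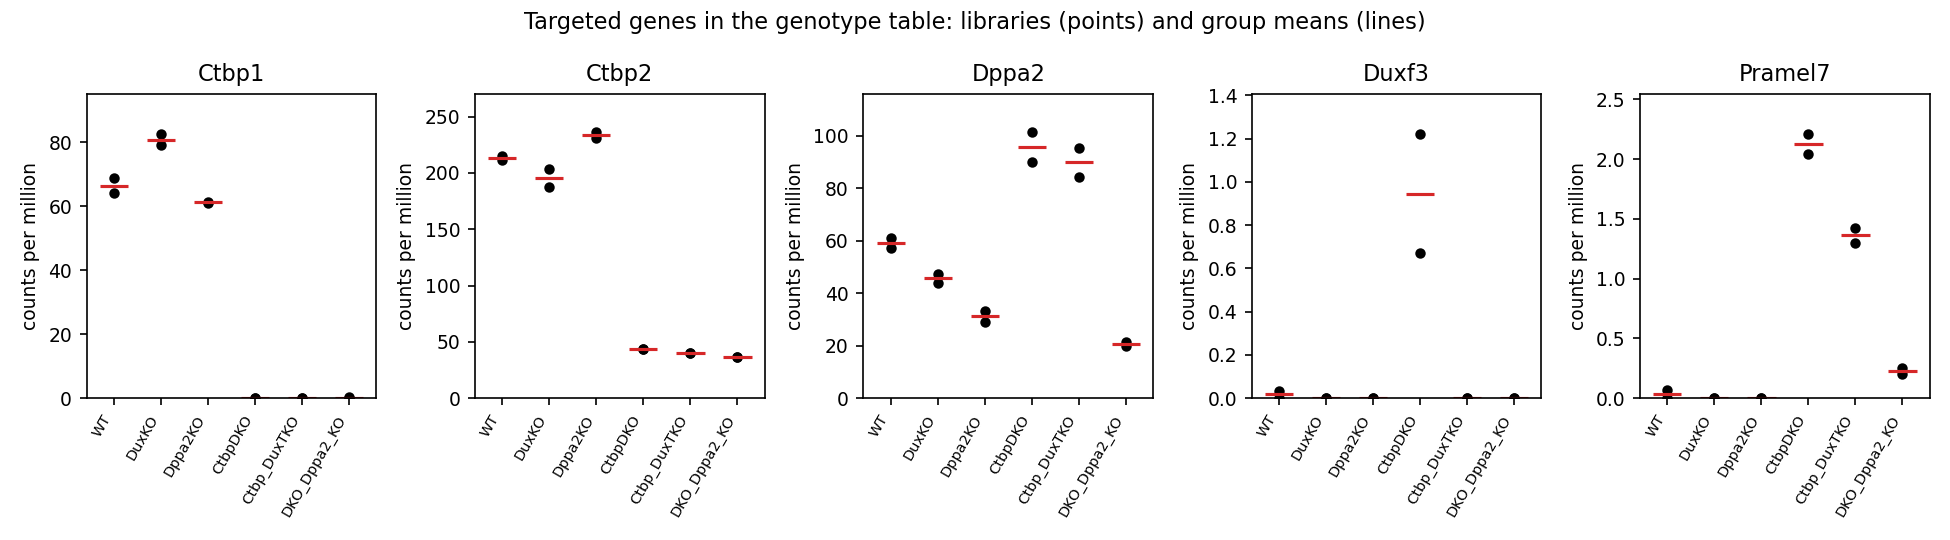
CPM of the targeted genes in the genotype table, by group, with 1 point per library and a line at each group mean. Ctbp2 sits at 213 CPM in WT and 43.7 CPM in CtbpDKO, and Dppa2 at 31.2 CPM in Dppa2KO and 20.5 CPM in DKO-Dppa2.

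Between CtbpDKO and WT, 5522 of 21193 tested genes were called, 3115 higher and 2407 lower. The alternative that moved this count most was an added minimum of 1 on the log2 scale, which left 2221 genes. All 28 tested genes of the 2-cell list were higher and called, and 28 were called when adjusted over the list alone. Their median log2 fold change was 6.35, and 4.84 as the bounded median. In WT 20 of the 28 were at or under the floor, and the filter kept only genes with enough counts in some libraries. The filter thus bears on the shared direction, and list genes that it removed are not covered. A prior count of 2 moved the median most among the processing alternatives, to 4.79, and without WT replicate 2 it was 7.98. Zscan4c rose by 5.52 (SE 0.54, adjusted p 3.4e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 323 and 476 counts against 12 and 3. Without WT replicate 1 the value was 6.83, and without WT replicate 2 it was 4.81. DESeq2 gave 5.53 for Zscan4c with an adjusted p of 0.215, the highest of its 8 alternatives (Benjamini-Hochberg, lowest 2.81e-41). Among genes whose WT libraries lay at or under the floor, Zscan4e was at least 50.5-fold higher, Zscan4b at least 46.4-fold, Zscan4d at least 27.8-fold, Trim29 at least 26.7-fold, Pramel7 at least 21.1-fold and Duxf3 at least 9.39-fold. Zscan4b was not called by DESeq2 (Benjamini-Hochberg adjusted p 0.182, the highest of 8 alternatives, lowest 1.81e-23). Counts within the Zscan4 family are uncertain because its members are near-identical. The named genes that fell were Mirg (log2 fold change −4.01, SE 0.23) and Eya1 (−3.64, SE 0.33), besides Ctbp1.

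Dppa2 was higher in CtbpDKO by 0.69 (SE 0.10, adjusted p 0.000249) and Uhrf1 by 0.37 (SE 0.08, adjusted p 0.00423), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Dnmt3l rose from 64.1 ± 3.4 to 194 ± 4.81 CPM (SD, n = 2 each), a log2 fold change of 1.60 (edgeR quasi-likelihood adjusted p 2.42e-08, Benjamini-Hochberg). Dazl rose by 1.70 (SE 0.44, edgeR quasi-likelihood adjusted p 0.0108, Benjamini-Hochberg). Pou5f1 fell by 0.36 (edgeR quasi-likelihood adjusted p 0.0223, Benjamini-Hochberg). Nanog (−0.01, adjusted p 0.93) and Dnmt1 (−0.12, adjusted p 0.408) were not past the threshold in the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 12 pluripotency genes, 2 were called higher and 6 lower, the same numbers as when adjusted over the list alone. Of the 8 DNA methylation genes, 4 were called higher and 0 lower over all genes and when adjusted over the list alone. Of the 14 tested germline genes, 6 were called higher and 1 lower, and 11 and 1 when adjusted over the list alone.

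**Figure D2:**
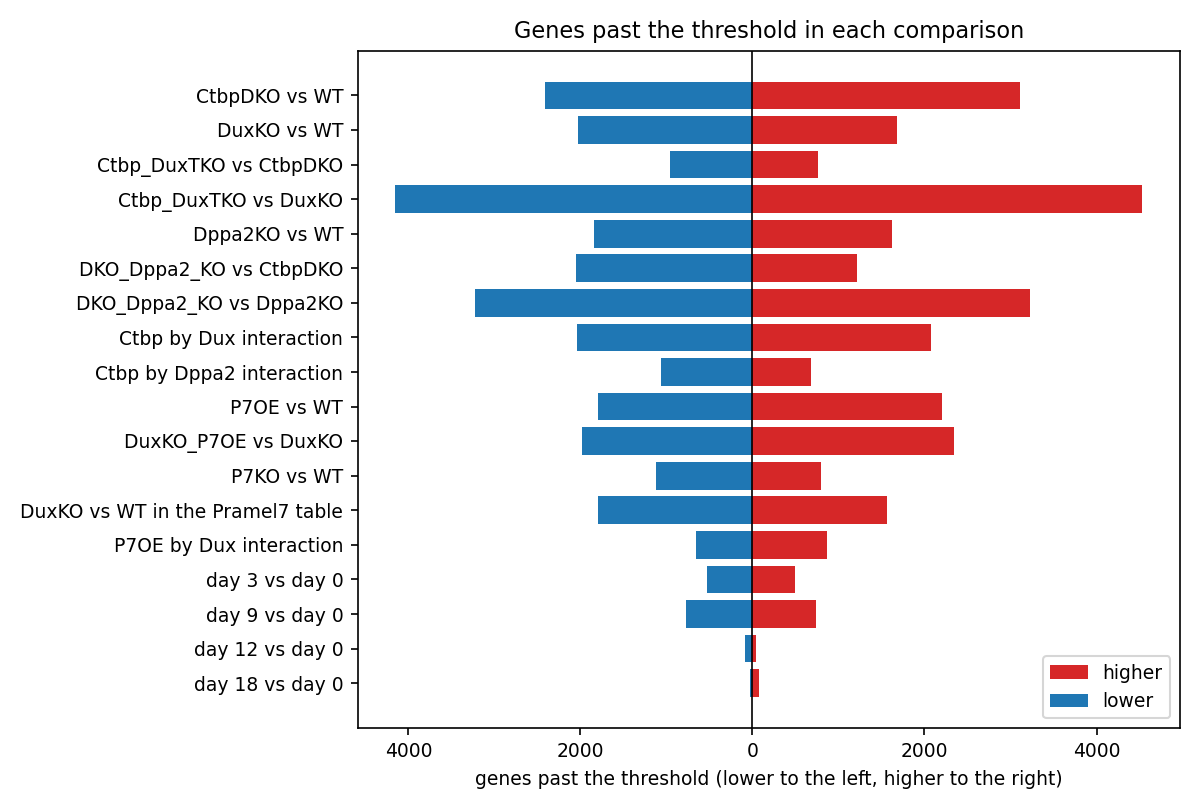
Number of genes called at an edgeR quasi-likelihood Benjamini-Hochberg adjusted p under 0.05 in each comparison, with genes higher drawn to the right of 0 and genes lower to the left. CtbpDKO against WT has 3115 higher and 2407 lower, and day 18 against day 0 has 74 higher and 32 lower.

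The DuxKO comparison with WT asks what Dux loss changes in cells with intact Ctbp genes. It called 3707 genes, 1682 higher and 2025 lower (274 and 866 at 2-fold or more). Of the 28 tested 2-cell genes, 4 were called lower, and 2 when adjusted over the list alone. Their median log2 fold change was −0.27. The bounded median was 0 and leaves out 19 of the 28, which were at or under the floor in both groups. Of the others, 7 stood at their bound. Dnmt3l fell by 1.55 (edgeR quasi-likelihood adjusted p 2.94e-07, Benjamini-Hochberg) and Nanog by 0.43 (adjusted p 0.00296, same test). The named genes that rose were Gbp2 (3.46), Csf1 (3.27) and Tagln (3.24). Gbp2 had 2 and 11 counts in WT, and leaving out WT replicate 1 or 2 moved its value to 2.73 or 5.09, while leaving out DuxKO replicate 1 moved Csf1 to 2.40. Fbxo40 was at least 19.6-fold lower, Scd4 fell by 3.86 and Srgn fell by 3.84. Without DuxKO replicate 1 the value of Srgn was −9.05. Without DuxKO replicate 2 it was −2.84, and that of Scd4 was −4.54. Scd4 was not called by DESeq2 (adjusted p 0.06, the highest of 8 alternatives, lowest 2.34e-18, Benjamini-Hochberg). Pluripotency genes were called in 1 case higher and 4 lower (1 and 7 adjusted over the list alone), DNA methylation genes in 0 higher and 4 lower (the same adjusted over the list alone) and germline genes in 1 higher and 4 lower (the same adjusted over the list alone).

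Ctbp-Dux TKO against CtbpDKO asks which changes of CtbpDKO cells need Dux. It called 1727 genes, 764 higher and 963 lower. The excess of lower genes was not stable, with 329 higher and 208 lower at 2-fold or more, 835 and 788 under upper quartile factors, and 670 and 538 in the fit of only the groups compared. All 28 tested 2-cell genes were lower, with a median log2 fold change of −6.55 (bounded −4.33). Of these, 22 were called lower, or 27 when adjusted over the list alone. The filter on low counts bears on this direction too, since 19 of the 28 were at or under the floor in Ctbp-Dux TKO. Zscan4c had 3 and 0 counts in Ctbp-Dux TKO and was at least 89-fold lower. Usp17le was at least 50.9-fold lower, Zscan4a at least 44.3-fold, Zscan4e at least 39.1-fold and Zscan4d at least 21.5-fold. DESeq2 did not call Zscan4c (adjusted p 0.137, lowest of 8 alternatives 2.91e-48) or Zscan4a (adjusted p 0.266, lowest of 8 alternatives 4.37e-27), both Benjamini-Hochberg adjusted. Pramel7, with 30 and 42 counts against 67 and 79, did not differ past the threshold (−0.64, SE 0.50, edgeR quasi-likelihood adjusted p 0.494, Benjamini-Hochberg). The same held for Dppa2 (−0.09, adjusted p 0.66) and Ctbp2 (−0.12, adjusted p 0.4). Cplx2 (9.07, SE 1.05), Vrtn (3.58, SE 0.32) and Dgkk (3.34, SE 0.67) rose most. Without CtbpDKO replicate 2 the value of Cplx2 was 13.23, and its lowest value with 1 library left out was 8.17. Dnmt3l rose by 0.40 (edgeR quasi-likelihood adjusted p 0.0103, Benjamini-Hochberg). In the other lists, 2 pluripotency genes were called lower and 0 higher (1 higher and 4 lower adjusted over the list alone), 2 DNA methylation genes higher (3 adjusted over the list alone) and 1 germline gene higher (1 adjusted over the list alone).

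Ctbp-Dux TKO against DuxKO asks what Ctbp loss changes without Dux, and shares no library with CtbpDKO against WT. It called 8685 genes, 4533 higher and 4152 lower (2889 and 995 at 2-fold or more). Of the 3115 genes higher in CtbpDKO, 1793 (57.6%) were also called higher here, against 666.3 expected by chance from the tested genes. Requiring a log2 fold change of at least 1 in both comparisons moved this overlap most, to 938 of 1439 genes (196.2 expected). Among 28 tested 2-cell genes 3 were called higher, and 3 when adjusted over the list alone. The median was 0.44 (bounded 0.71), 19 of the 28 were at or under the floor in both groups, and without DuxKO replicate 1 the median was 2.30. Ctbp1 fell by 9.42 and Ctbp2 by 2.28. Pramel7 was at least 13.4-fold higher (30 and 42 counts against 0 and 0, edgeR quasi-likelihood adjusted p 0.000131, Benjamini-Hochberg). Dnmt3l rose by 3.55 (SE 0.09, edgeR quasi-likelihood adjusted p 3.87e-11, Benjamini-Hochberg), Dazl by 2.19 (SE 0.45) and Dppa2 by 0.98 (SE 0.11). Syt2 and Habp2 were at least 31.8-fold higher and Hnf4a at least 30.8-fold, while Heph was at least 22-fold lower. Tsga13 fell by 5.69 on 40 and 0 counts against 1546 and 860, and without Ctbp-Dux TKO replicate 1 or 2 its value was −13.26 or −4.57. DNA methylation genes were called in 7 cases higher and 0 lower (the same adjusted over the list alone), germline genes in 10 higher and 2 lower (the same adjusted over the list alone) and pluripotency genes in 3 higher and 1 lower (the same adjusted over the list alone).

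Dppa2KO against WT called 3467 genes, 1626 higher and 1841 lower (201 and 749 at 2-fold or more). Meg3 was at least 223-fold lower, Ddx4 at least 53.9-fold, Syce1 at least 46.9-fold and Dazl at least 9.73-fold. Of 14 tested germline genes 11 were called lower, with the same number adjusted over the list alone and a median of −2.95 (bounded −1.81). Of the 2-cell genes 4 were called lower, and 4 adjusted over the list alone (median −2.85, bounded −0.42, 19 of 28 at or under the floor in both groups). Pou5f1 rose by 0.46 (adjusted p 0.00982) and Nanog by 0.30 (adjusted p 0.022), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Nanog lost its call in the fit of only the groups compared (adjusted p 0.0665 by the same test, lowest of its alternatives 0.0064). Cplx2 (6.66), Slc1a1 (4.17) and Sh3rf2 (3.85) rose most. Without Dppa2KO replicate 1 or 2 the value of Cplx2 was 7.41 or 5.03. Slc1a1 had 12 and 44 counts in WT, and without WT replicate 1 or 2 its value was 3.54 or 5.36. There were 5 pluripotency genes called higher (5 adjusted over the list alone). Of the DNA methylation genes 1 was called higher and 1 lower (1 and 2 adjusted over the list alone).

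DKO-Dppa2 against CtbpDKO compares Ctbp double knockouts with and without the Dppa2 knockout, and a loss of Dux in DKO-Dppa2 is not excluded. It called 3268 genes, 1218 higher and 2050 lower. All 28 tested 2-cell genes were lower, 24 called and 27 when adjusted over the list alone, with a median of −8.67 (bounded −4.32). In DKO-Dppa2 22 of the 28 were at or under the floor, so the filter on low counts bears on this direction too. Duxf3 had 0 and 0 counts (at least 6.29-fold lower, edgeR quasi-likelihood adjusted p 0.0145, Benjamini-Hochberg). Zscan4c was at least 77-fold lower, Zscan4f at least 76.4-fold, Zscan4-ps2 at least 63-fold and Zscan4d at least 18.6-fold. Pramel7 fell by 3.19 to 4 and 6 counts (SE 0.61, edgeR quasi-likelihood adjusted p 0.00572, Benjamini-Hochberg). Dazl fell by 4.25 (SE 0.59), Dnmt1 by 0.68 (SE 0.09) and Uhrf1 by 0.34 (SE 0.08), and Dnmt3l rose by 0.90 (SE 0.08). Ttc23 rose by 3.43 (SE 0.31) and Bc1 by 3.14 (SE 0.62). Without CtbpDKO replicate 1 the value of Bc1 was 4.54 and without DKO-Dppa2 replicate 2 it was 2.28, and without DKO-Dppa2 replicate 1 that of Dazl was −4.93. The rise of Rnu3b1 (5.78) rested on DKO-Dppa2 replicate 2, without which it was 1.43. DNA methylation genes were called in 1 case higher and 7 lower and pluripotency genes in 1 higher and 1 lower, in each case with the same numbers adjusted over the list alone. Of the germline genes 10 were called lower, with 10 adjusted over the list alone and a median of −1.64 (bounded −1.54).

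DKO-Dppa2 against Dppa2KO called 6452 genes, 3230 higher and 3222 lower (1610 and 985 at 2-fold or more, and 2354 and 2704 without the genes of chromosomes 5, 8 and 11). Of the genes higher in CtbpDKO, 1741 (55.9%) were also higher here, against 474.8 expected. Ctbp1 fell by 9.31 and Ctbp2 by 2.67. Without DKO-Dppa2 replicate 1, which holds all of its Ctbp1 counts, the fitted value of Ctbp1 was −13.87. The weakest value of Ctbp1 with 1 library left out was −8.23. Pramel7 was at least 2.67-fold higher on 4 and 6 counts against 0 and 0. Dnmt3l rose by 2.49 (SE 0.09) and Dnmt1 fell by 0.69 (SE 0.09). Misp was at least 93.6-fold higher, Lamb3 at least 72.1-fold and Peg13 at least 51.3-fold. Cplx2 fell by 7.97. With 1 library left out its value ran from −9.05 to −6.33, the latter without Dppa2KO replicate 2. Heph was at least 9.3-fold lower. Of the 2-cell genes 1 was called higher, and 1 adjusted over the list alone, with 22 of 28 at or under the floor in both groups (median 0, bounded 1.09). Germline genes were called in 9 cases higher and 1 lower (the same adjusted over the list alone), pluripotency genes in 1 higher and 7 lower (the same adjusted over the list alone) and DNA methylation genes in 2 higher and 2 lower (2 and 4 adjusted over the list alone).

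Whether Ctbp loss acted differently without Dux was tested as an interaction, which called 4124 genes, 2081 higher and 2043 lower (1274 and 492 at 2-fold or more). The interaction with Dppa2 called 1745 genes, 685 higher and 1060 lower. The excess of lower genes was not stable, with 785 higher and 835 lower under upper quartile factors and 346 and 363 at 2-fold or more. Dnmt3l was past the threshold in both (1.96, SE 0.12, adjusted p 5.43e-07 with Dux and 0.90, SE 0.12, adjusted p 0.000844 with Dppa2, edgeR quasi-likelihood test, Benjamini-Hochberg). With Dppa2 the same was true of Dppa2 itself (−1.30), Dnmt1 (−0.57) and Uhrf1 (−0.42, adjusted p 0.0402 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Uhrf1 lost this call under 3 of 8 alternatives, with adjusted p-values by the same methods from 0.00972 to 0.0749. In the interaction with Dux, 3 genes of the 2-cell list were called lower (0 adjusted over the list alone), 2 pluripotency genes higher and 1 lower (6 and 1 adjusted over the list alone), 4 DNA methylation genes higher (4 adjusted over the list alone) and 4 germline genes higher and 1 lower (the same adjusted over the list alone). In that with Dppa2 the numbers were 1 lower of the 2-cell list (1 adjusted over the list alone), 1 pluripotency gene lower (2 adjusted over the list alone), 1 DNA methylation gene higher and 3 lower (the same adjusted over the list alone) and 2 germline genes higher (5 higher and 3 lower adjusted over the list alone). Each interaction compares single lines, and chromosome 8 genes shifted as a whole between some of them.

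The 1439 genes at least 2-fold higher in CtbpDKO were divided after the data were seen. The 134 genes that were also at least 2-fold lower and called in Ctbp-Dux TKO against CtbpDKO are called Dux-dependent, and 22 of them are on the 2-cell list. Both comparisons use the CtbpDKO libraries. In 20 simulations in which Ctbp-Dux TKO had the means of CtbpDKO, a median of 1809 genes were called at least 2-fold higher in CtbpDKO. A median of 0 and at most 2 genes met both conditions. With no true difference between Ctbp-Dux TKO and CtbpDKO, the adjustment leaves few calls there, whichever libraries are shared. The simulations therefore cannot say how many of the 134 genes owe their place to the shared libraries. The 810 genes that were not called in Ctbp-Dux TKO against CtbpDKO, and were at least 2-fold higher and called in Ctbp-Dux TKO against DuxKO, are called Dux-independent.

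In the Pramel7 table the 4 WT libraries differed among themselves. WT replicates 5 and 6 against replicates 3 and 4, the only split tested, called 2321 genes, 1465 higher and 856 lower, of which 586 differed at least 2-fold. By chi-square per gene replicates 3 and 4 were closest (30.6), while replicate 5 was about as far from 6 (75.4) as from 4 (71.7). The labels name no batch for them. P7OE against WT called 4003 of 20161 genes, 2209 higher and 1794 lower (1075 and 640 at 2-fold or more). Against WT replicates 3 and 4 alone it called 6124 genes, of which 3603 were among the 4003, and against replicates 5 and 6 alone 4577, of which 3199 were. The excess of higher genes was not stable, with 3068 higher and 3056 lower against replicates 3 and 4, 2282 and 2295 against 5 and 6, and 1498 and 1561 without the genes of chromosomes 5, 8 and 11. Pramel7 rose by 7.56 (SE 0.38, edgeR quasi-likelihood adjusted p 3.63e-07, Benjamini-Hochberg). Of 21 tested 2-cell genes, all were higher and 18 were called, or 19 when adjusted over the list alone (median 3.46, bounded 3.29). Zscan4c rose by 3.13 (SE 0.49, adjusted p 0.0013) and Zscan4d by 3.46 (SE 0.83, adjusted p 0.0121), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without WT replicate 3 the value of Zscan4d was 4.17. Habp2 was at least 22.2-fold and Hkdc1 at least 20.1-fold higher. Sprr2a1 was at least 26.9-fold and Sprr2a2 at least 26.6-fold lower, and Gbp2b fell by 5.35 (SE 0.82).

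Uhrf1 (0.07, adjusted p 0.727), Dnmt1 (0.39, adjusted p 0.0959), Dnmt3l (0.26, adjusted p 0.21), Nanog (−0.28, adjusted p 0.183) and Dazl (0.89, adjusted p 0.244) were not past the threshold in P7OE by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against WT replicates 3 and 4 alone, Dnmt1 (0.59), Dnmt3l (0.43) and Dazl (1.63) were called and Uhrf1 changed sign (−0.02), and against replicates 5 and 6 alone Nanog (−0.42) was called. Without P7OE replicate 1 Dazl was at −0.03. Ctbp1 (0.67, SE 0.11) and Dppa2 (0.43, SE 0.13) were called higher, and Dppa2 lost its call under 3 of its 13 alternatives. In P7OE, 5 germline genes were called higher and 1 lower (8 and 1 adjusted over the list alone), 3 DNA methylation genes higher and 1 lower (4 and 1 adjusted over the list alone) and 5 pluripotency genes higher (5 adjusted over the list alone). Of the genes higher in CtbpDKO that were tested in both tables, 569 were also higher in P7OE against 318.9 expected, with no library shared.

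DuxKO-P7OE against DuxKO asks whether Pramel7 acts without Dux. It called 4320 genes, 2339 higher and 1981 lower (1648 and 800 at 2-fold or more). The excess of higher genes was not stable, with 1664 higher and 1630 lower without the genes of chromosomes 5, 8 and 11. Of the genes higher in P7OE, 939 (42.5%) were also higher here (256.3 expected). Pramel7 was at least 316-fold higher. No 2-cell gene was called, over all genes or adjusted over the list alone, with 17 of 21 at or under the floor in both groups (median 0, bounded 0.06). Dnmt3l rose from 28.2 ± 0.156 to 212 ± 7.27 CPM (SD, n = 2 each), a log2 fold change of 2.91 (edgeR quasi-likelihood adjusted p 5.17e-07, Benjamini-Hochberg). The WT libraries of the same table held 171 to 230 CPM, so this rise reached the WT level. Dazl rose by 2.69 (SE 0.71) and Dppa2 by 0.87 (SE 0.15). Uhrf1 (−0.23, adjusted p 0.243) and Dnmt1 (−0.28, adjusted p 0.306) were not past the threshold of the same edgeR test with Benjamini-Hochberg adjustment. H19 was at least 181-fold and Serpina3m at least 85.7-fold higher, Acta2 at least 26.6-fold and BC064078 at least 9.33-fold lower, and Tagln fell by 5.76. Of 15 germline genes 11 were called higher, the same number adjusted over the list alone (median 2.69, bounded 2.04), with 3 DNA methylation genes higher and 0 lower and 1 pluripotency gene higher and 2 lower (each the same adjusted over the list alone). The interaction of Pramel7 overexpression with Dux called 1512 genes, 861 higher and 651 lower, among them Dnmt3l (2.65, SE 0.22, edgeR quasi-likelihood adjusted p 3.2e-05, Benjamini-Hochberg). Ctbp1 was also called (−0.67, adjusted p 0.0367 by the same methods) and lost its call under 3 of 9 alternatives, with adjusted p-values from 0.00732 to 0.0737. In this interaction 0 genes of the 2-cell list were called (0 adjusted over the list alone), 3 pluripotency genes lower (2 higher and 5 lower adjusted over the list alone), 2 DNA methylation genes higher and 1 lower (2 and 3 adjusted over the list alone) and 3 germline genes higher (6 adjusted over the list alone).

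P7KO against WT called 1911 genes, 792 higher and 1119 lower (237 and 705 at 2-fold or more, and 2293 and 2400 against WT replicates 3 and 4 alone). Against WT replicates 3 and 4 alone the number was 4693, of which 1822 were among the 1911, and against replicates 5 and 6 alone 2003, of which 1357 were. Dnmt3l fell from 202 ± 32 CPM (SD, n = 4) to 84 ± 5.58 CPM (SD, n = 2), a log2 fold change of −1.27 (edgeR quasi-likelihood adjusted p 0.000202, Benjamini-Hochberg). Dnmt1 rose by 0.63 (adjusted p 0.0225) and Uhrf1 by 0.40 (adjusted p 0.0482) in the same test, but Dnmt1 lost its call under 3 and Uhrf1 under 9 of 13 alternatives, with Benjamini-Hochberg adjusted p-values up to 0.0956 and 0.175. Zscan4c did not differ (−0.05, edgeR quasi-likelihood adjusted p 0.97, Benjamini-Hochberg), and 0 genes of the 2-cell list were called, over all genes or adjusted over the list alone (median 0.83, bounded 0.69). Nkx6-3 rose by 4.57 (SE 0.19) and Ank1 by 3.57 (SE 0.39). The rise of Rpl13a-ps1 (3.28) rested on P7KO replicate 1, without which it was 0.77. Rian was at least 885-fold, Meg3 at least 208-fold and Uty at least 134-fold lower. There were 4 pluripotency genes called higher (8 higher and 1 lower adjusted over the list alone). Of the DNA methylation genes 2 were called higher and 3 lower, and of the germline genes 1 lower, each the same adjusted over the list alone.

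DuxKO against WT in the Pramel7 table called 3361 genes, 1564 higher and 1797 lower (524 and 1081 at 2-fold or more). Of the genes tested in both tables, 438 were higher and 663 lower in DuxKO in both, against 133 and 179.3 expected. Dnmt3l fell by 2.84 (SE 0.16) and Zscan4c was at least 2.78-fold lower. BC064078 rose by 3.87 (3.17 without DuxKO replicate 4), Acta2 by 3.71 and Zfp521 by 3.51. Tmem40 was at least 18.4-fold and Plac8 at least 17.7-fold lower. Tsga13 fell by 7.40, with 16 counts in WT replicate 3 against at least 491 in the other WT libraries. Without DuxKO replicate 3 its value was −11.54, and its weakest value with 1 library left out was −6.12. Of the 2-cell genes 6 were called lower, or 7 adjusted over the list alone (median −4.41, bounded −0.13). Germline genes were called in 5 cases lower (6 adjusted over the list alone), pluripotency genes in 4 higher and 1 lower (5 and 1 adjusted over the list alone) and DNA methylation genes in 1 higher and 3 lower (the same adjusted over the list alone).

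The Dux-dependent and Dux-independent sets were then followed with scores in log2 units and fry tests, adjusted by the Benjamini-Hochberg method over 28 tests. The Dux-dependent score (87 tested genes) was higher by 1.98 in P7OE than in WT (pooled SD 0.091, adjusted p 4.48e-07, n = 2 and 4), with no overlap of libraries. In DuxKO-P7OE against DuxKO it was higher by 0.23 (pooled SD 0.05, adjusted p 0.0152), but only 42.5% of its genes were higher and 3 were called. In P7KO it was higher by 0.24 (adjusted p 0.0168), but the libraries of the groups overlapped, and with no fold minimum in the definition of the set, the alternative that moved it most, the difference was 0.01. The Dux-independent score (709 tested genes) was higher by 0.23 in P7OE (pooled SD 0.04, adjusted p 0.000146) and by 1.28 in DuxKO-P7OE (pooled SD 0.044, adjusted p 1.31e-07), and lower in P7KO (−0.65, pooled SD 0.038, adjusted p 4.48e-07), with no overlap of libraries in any of the 3 comparisons.

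**Figure D3:**
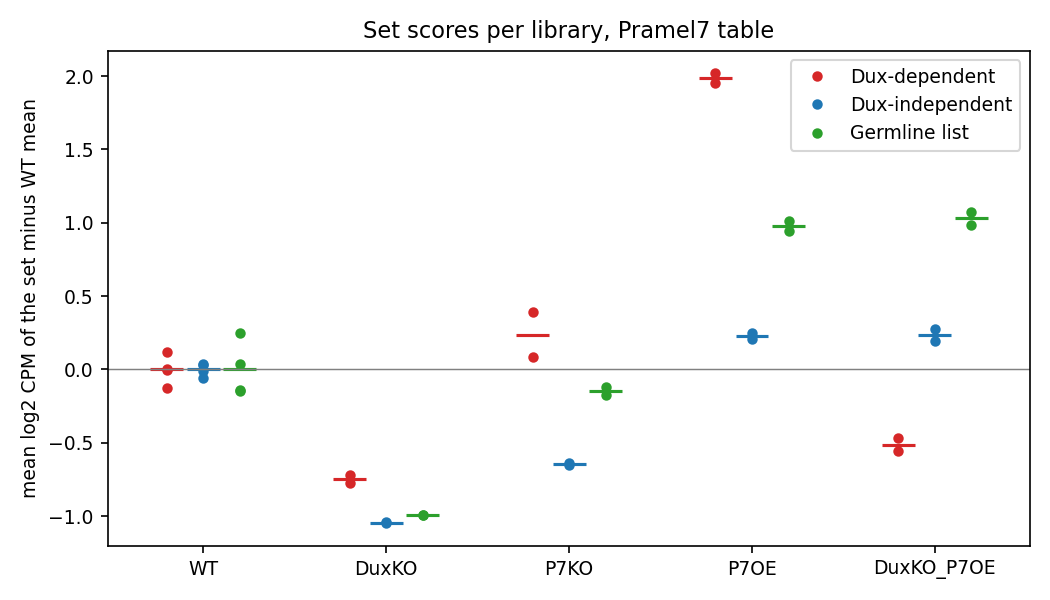
Mean log2 CPM of the Dux-dependent set, the Dux-independent set and the germline list relative to the WT mean (log2 units) in the Pramel7 table, with 1 point per library and a line at each group mean. The Dux-dependent score lies at 1.99 in P7OE and −0.51 in DuxKO-P7OE, and the Dux-independent score at −1.04 in DuxKO, 0.24 in DuxKO-P7OE and −0.65 in P7KO.

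In the time course Ctbp2 had 59.1 ± 0.281 CPM at day 0, 558 ± 20.5 at day 3, 303 ± 10 at day 9, 47.1 ± 3.3 at day 12 and 53.6 ± 1.64 at day 18 (SD, n = 2 each). Its log2 fold change against day 0 was 3.24 at day 3 (SE 0.11, edgeR quasi-likelihood adjusted p 2.39e-09, Benjamini-Hochberg), 2.36 at day 9, −0.33 at day 12 (adjusted p 0.255, same test) and −0.14 at day 18 (adjusted p 0.626, same test). Against day 0, 1029 genes were called at day 3, 1512 at day 9, 126 at day 12 and 106 at day 18, and 2542 of 20612 changed on any day. Without the filter on low counts, the numbers at days 12 and 18 were 564 and 566, the alternative that moved them most. Genes higher in CtbpDKO against WT were lower at day 3 in 343 cases (80.6 expected) and at day 9 in 458 cases (114.3 expected).

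Pramel7 fell by 3.03 at day 3 (adjusted p 0.0179) and by 2.64 at day 9 (adjusted p 0.0192), and at days 12 (−0.17, adjusted p 0.959) and 18 (−0.24, adjusted p 0.904) did not differ from day 0 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its counts were 42 and 28 at day 0, 6 and 2 at day 3, and 4 and 9 at day 9. Without day 3 replicate 1 its value was −3.96, and without day 9 replicate 2 −3.46. Zscan4c did not differ at day 3 (0.06, adjusted p 0.911), fell by 2.31 at day 9 (adjusted p 4.38e-05) and by 2.33 at day 12 (adjusted p 0.000228), and at day 18 did not differ (−0.35, adjusted p 0.538), by the same edgeR test with Benjamini-Hochberg adjustment. Zscan4d fell by 3.03 at day 9 on 29 and 0 counts against 83 and 113, and was not called by DESeq2 (Benjamini-Hochberg adjusted p 0.239, the highest of 8 alternatives, lowest 2.01e-12). Without replicate 2 at day 9 its value was −2.11, and without replicate 1 it was −9.66. Duxf3 was not past the threshold at any day (0.22, −1.24, −1.78 and 0.29 at days 3, 9, 12 and 18), with 20 and 19 counts at day 0 and at most 29 later. Without day 9 replicate 1 its value was −2.75, and without day 18 replicate 1 −0.46. Dppa2 fell by 0.55 at day 3 and by 0.71 at day 9. Dnmt3l fell by 1.08 at day 9 and by 0.75 at day 12, and Nanog by 0.61 at day 3.

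Pvalb was at least 40.8-fold higher at day 3 and at least 37.8-fold at day 9, and Nebl rose by 3.38 and 3.69 on these days. Lgals3 fell by 3.82 at day 3 and fell by 3.35 at day 9. At day 3 Trim29 fell by 4.24 (−4.83 without replicate 2) and Atp6v0a4 by 3.05. At day 9 Rapgef4 rose by 3.23, D13Ertd608e fell by 4.65 (−5.97 without replicate 1) and AY036118 fell by 3.23. At day 12 Thbs1 (2.30), Nipsnap2 (1.99) and Gata6 (1.91) rose, and Zscan4-ps1 (−3.64), Zscan4b (−3.52) and Zscan4e (−3.33) fell. Without day 0 replicate 1 the value of Zscan4e was −2.74. At day 18 Cubn (3.05), Bc1 (3.00) and Nxf7 (2.86) rose, and Lars2 (−3.07), AY036118 (−2.93) and D17H6S53E (−1.96) fell. Without day 0 replicate 2 the value of Nxf7 was 3.63, and its call was lost in the fit of only the groups compared. AY036118 and Lars2 were higher at day 0 than at every later day.

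Of 29 tested 2-cell genes, 3 were called lower at day 3, 20 at day 9, 13 at day 12 and 0 at day 18, and adjusted over the list alone 3, 26, 26 and 0. Their medians were −0.39, −2.33, −2.23 (bounded −2.22) and −0.59. All 29 were lower at days 9 and 12, and 26 of 29 at day 18, where 2519 genes of the table had an unadjusted p under 0.05. Pluripotency genes were called in 4 cases lower at day 3, 1 higher at day 9, 0 at day 12 and 1 higher at day 18 (7 lower, 2 higher, 4 higher and 8 higher adjusted over the list alone). DNA methylation genes were called in 1 case higher and 2 lower at day 3, 1 higher and 2 lower at day 9, 1 lower at day 12 and 0 at day 18 (1 and 2, 1 and 4, 1 and 1, and 1 higher adjusted over the list alone). Germline genes were called in 1 case higher at day 3, 2 lower at day 9, 0 at day 12 and 1 higher at day 18 (1 higher, 2 higher and 3 lower, 4 lower, and 4 higher adjusted over the list alone). The Dux-dependent score (133 tested genes) differed from day 0 by −0.48 at day 3 (adjusted p 0.0376), −2.13 at day 9 (adjusted p 0.000165), −1.94 at day 12 (adjusted p 0.000427) and −0.46 at day 18 (adjusted p 0.0955), by fry with Benjamini-Hochberg adjustment. The Dux-independent score (760 tested genes) differed by −0.54, −0.52, −0.04 and 0.21, with adjusted p-values of 5.04e-05, 5.04e-05, 0.324 and 0.00135 by the same methods. The pooled SD was 0.13 for the Dux-dependent and 0.026 for the Dux-independent score at day 12.

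**Figure D4:**
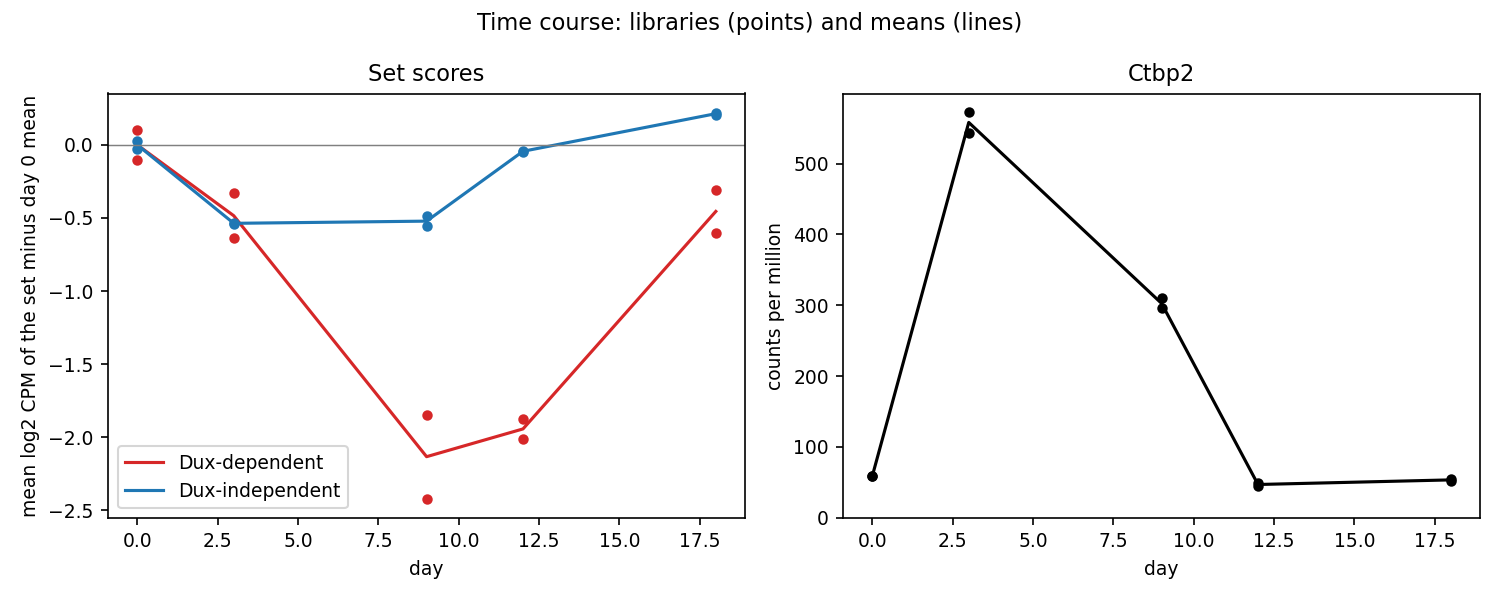
Scores of the Dux-dependent and Dux-independent sets relative to the day 0 mean (log2 units) and Ctbp2 in CPM, against the day, with points for the 2 libraries of each day and lines through the means. Ctbp2 is at 558 CPM at day 3 and 47.1 CPM at day 12, where the Dux-dependent score is −1.94 and the Dux-independent score −0.04.

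Whole chromosomes shifted in some lines. The median log2 difference from WT of chromosome 8 genes, relative to the other chromosomes, was 0.37 in CtbpDKO, 0.32 in Ctbp-Dux TKO, 0.38 in DKO-Dppa2, 0.34 in DuxKO and −0.19 in Dppa2KO. In the Pramel7 table it was 0.32 in DuxKO, 0.20 in P7OE, 0.16 in P7KO and 0.06 in DuxKO-P7OE. Chromosome 5 genes were shifted by 0.47 in P7OE and 0.42 in DuxKO-P7OE, and chromosome 11 genes by 0.31 in DuxKO-P7OE. Chromosome X genes were lower, at −0.20 in P7OE and −0.20 in DuxKO-P7OE. In DuxKO-P7OE the genes of chromosomes 1, 3 and 14 were also lower, at −0.16, −0.17 and −0.16. Over 342 medians of autosomes and comparisons, 95% lay within 0.15 of 0. In CtbpDKO 50.9% of 603 chromosome 8 genes were called higher, against 16.5% of the genes elsewhere. In P7OE 43.7% of 698 chromosome 5 genes were called higher, against 11.1% elsewhere. Counts of calls and overlaps therefore include genes of these chromosomes. Without chromosomes 5, 8 and 11 the call counts were 4307 in CtbpDKO, 2774 in DuxKO and 3059 in P7OE, each against its WT, and the overlap of P7OE with DuxKO-P7OE was 624 genes.

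**Figure D5:**
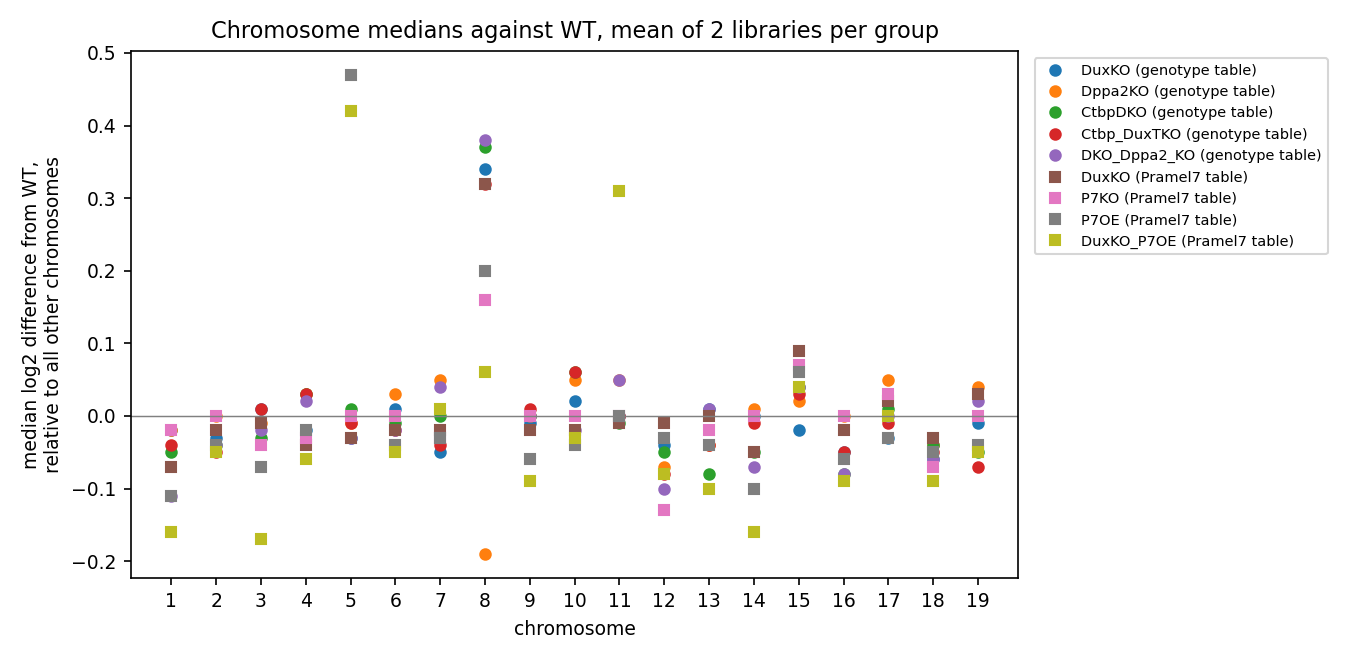
Median log2 difference from WT of the genes of each autosome relative to all other chromosomes, with 1 point per group (mean of 2 libraries), as circles for the genotype table and squares for the Pramel7 table. Chromosome 8 stands at 0.37 in CtbpDKO and −0.19 in Dppa2KO, and chromosome 5 at 0.47 in P7OE.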

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

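Of the tests in this part, those of depth and of a few abundant genes were chosen before the interactions were seen. Those of chromosomes and of other line differences were chosen only after. Each pair of WT libraries alone was an alternative fixed earlier, and its use as a test of the interaction was chosen only after.

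The effect of Ctbp loss differed between cells with and without Dux, by a test of the difference itself, in 4124 genes. The depth of the libraries differed between groups, but after all libraries were thinned to the lowest total 85.6% of these calls were shared in gene and direction. A few abundant genes were not the source either, since 98.8% of the calls were shared without 13 genes, the structural RNA genes and the 10 most abundant ones. Without the genes of chromosomes 5, 8 and 11, 3199 calls were left, so shifts of these chromosomes account for a part at most. Of the 4124 genes, 2572 (62.4%) were also called in the single Dux knockout, whose libraries enter the interaction. With the Ctbp knockout in both groups, 1171 were also called. What stays open is that each genotype is a single pair of libraries of lines that differ in more than the named genes. The median of chromosome 8 genes in the interaction was −0.388. An effect of Dux and such line differences cannot be told apart by this design.

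The effect of Ctbp loss also differed between cells with and without the Dppa2 knockout, in 1745 genes. With all libraries thinned to the lowest total 78% of the calls were shared, and without the structural RNA and most abundant genes 94% were. Outside chromosomes 5, 8 and 11 there were 1327 calls. Of the 1745 genes, 896 (51.3%) were also called in the single Dppa2 knockout, whose libraries enter the interaction. With the Ctbp knockout in both groups, 961 were also called. The chromosome 8 median in this interaction was 0.205, so an effect of Dppa2 and other differences between the lines, among them a loss of Dux, cannot be told apart here either.

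The effect of Pramel7 overexpression differed between cells with and without Dux in 1512 genes. Thinning to the lowest total left 75.1% of the calls shared, the lowest share of the 3 interactions, and leaving out the structural RNA and most abundant genes 93.9%. Of the calls, 1071 lay outside chromosomes 5, 8 and 11. The pairs of WT libraries differed from each other, but 95.6% of the calls were also made against WT replicates 5 and 6 alone, the pair that shared fewer. Of the 1512 genes, 1327 (87.8%) were also called in the single Dux knockout, whose libraries enter the interaction. The chromosome 8 median was −0.485. Overexpression was also higher in the cells without Dux, and this together with other differences between the lines cannot be told apart from an effect of Dux.

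Set scores were tested for the same differences with fry, adjusted by the Benjamini-Hochberg method over 8 tests. In the interaction of Ctbp loss with Dux the 2-cell list differed by −4.01 (adjusted p 0.0466) and the germline list by 0.71 (adjusted p 0.000509). In that with Dppa2 they differed by −4.30 (adjusted p 0.0475) and 0.37 (adjusted p 0.004). In the interaction of Pramel7 overexpression with Dux the germline list differed by 1.05 (adjusted p 0.00024), the Dux-dependent set by −1.75 (adjusted p 0.0475) and the Dux-independent set by 1.05 (adjusted p 3.56e-07). The 2-cell list differed by −2.49 there, which was not past the threshold (adjusted p 0.519). Relative to WT, the Dux-independent score was 0.23 in P7OE, 0.24 in DuxKO-P7OE and −1.04 in DuxKO. The germline list stood at 0.98, 1.03 and −0.99. Both values of 1.05 thus come with a lower DuxKO level, as the overexpressing lines reached about the same level. The Dux-independent score was also lower in DuxKO of the genotype table (−0.36). The line differences named above stay open for these scores as well, and no other test was run on them.

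A sample far from the others was looked for among 37 values of the 4 WT libraries of the Pramel7 table. The search found 1, where chance gives 1.9. It was Hkdc1 in WT replicate 5, at 0.077 CPM, with 0 in the other WT libraries. The value rests on 2 counts, under the floor, and no biological explanation was tested.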

How the results depend on the processing

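Of the tests in this part, the one without the genes of chromosomes 5, 8 and 11 was chosen only after results were seen. Apart from leaving out libraries, 144 call counts under the alternatives stayed within 1.5 times the reported count and 29 did not. For named genes, 1475 values kept direction and side of the threshold, 24 were weaker, 4 stronger, 2 reversed and 1 moved. For set scores, 62 values kept both and 2 were weaker. Where no cause is given for a change below, the cause was not tested.

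An added minimum log2 fold change of 1 lowers counts by construction. It left 2221 genes in CtbpDKO against WT, 1140 in DuxKO, 537 and 3884 in Ctbp-Dux TKO against CtbpDKO and DuxKO, 950 in Dppa2KO, 973 and 2595 in DKO-Dppa2 against CtbpDKO and Dppa2KO, and 1766 and 709 in the interactions of Ctbp with Dux and Dppa2. In the Pramel7 table it left 1715 in P7OE, 2448 in DuxKO-P7OE, 942 in P7KO and 1605 in DuxKO, and in the time course 353 at day 3, 625 at day 9 and 46 at day 18. The overlaps of CtbpDKO with the TKO and Dppa2 backgrounds became 938 and 777, and that of P7OE with DuxKO-P7OE 524. Without the genes of chromosomes 5, 8 and 11 the last overlap was 624.

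DESeq2 called 260 genes at day 12 and 263 at day 18. Its 2-cell medians were −6.27 for Ctbp-Dux TKO against CtbpDKO, 0.55 against DuxKO and −7.69 for DKO-Dppa2 against CtbpDKO. With at least 10 counts on average, which tests fewer genes, the 2-cell medians of Ctbp-Dux TKO and DKO-Dppa2 against CtbpDKO were −6.83 and −9.23, and the germline medians 0.18 for Ctbp-Dux TKO against CtbpDKO and 2.40 for DuxKO-P7OE. A prior count of 2 shrinks folds of low counts, and gave 2-cell medians of 4.79 in CtbpDKO, −4.79 in Ctbp-Dux TKO against CtbpDKO, 0.22 against DuxKO, −4.99 in DKO-Dppa2 against CtbpDKO and 2.87 in P7OE, and a germline median of 2.42 in DuxKO-P7OE. Without a filter on low counts 1634 genes were called at day 3, 564 at day 12, 566 at day 18 and 4348 on any day. Fitting only the groups compared, with fewer libraries, gave 1073 genes in P7KO, 2104 in DuxKO of the Pramel7 table and 40 at day 18, 2-cell medians of 0.86 in Ctbp-Dux TKO against DuxKO and −0.50 in DuxKO-P7OE, and a germline median of 2.40 in DuxKO-P7OE.

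Against WT replicates 3 and 4 alone there were 6124 calls in P7OE, 4693 in P7KO and 3184 in the interaction of Pramel7 with Dux, and the 2-cell and germline medians of P7OE were 3.24 and 1.63. Uhrf1 in P7OE changed sign (−0.02, adjusted p 0.922 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 0.621 over its 13 alternatives), and so did Zscan4c in P7KO (0.10, adjusted p 0.925 by the same test, from 0.712 to 1 over its alternatives). Zscan4c in P7KO was also at 0.02 without WT replicate 3 and at 0.37 without WT replicate 6, with −0.32 the lowest of these fits. Against WT replicates 5 and 6 alone the interaction had 2763 calls. The rise of the Dux-dependent score in P7KO lost its call against WT replicates 3 and 4 (0.20, fry, Benjamini-Hochberg adjusted p 0.0955) and with no fold change minimum in the set (0.01, fry, Benjamini-Hochberg adjusted p 0.945).

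Across fits that each left out 1 library, 2-cell medians ran from 6.02 to 7.98 in CtbpDKO, from −7.27 to −6.35 and from 0 to 2.30 in Ctbp-Dux TKO against CtbpDKO and DuxKO (2.30 without DuxKO replicate 1), from −9.12 to −8.62 in DKO-Dppa2 against CtbpDKO, from −0.79 to −0.20 at day 3 and from −2.76 to −1.92 at day 12. Germline medians ran from 0.90 to 1.18 in CtbpDKO, from 1.81 to 1.96 in Ctbp-Dux TKO against DuxKO, from −1.81 to −1.56 in DKO-Dppa2 against CtbpDKO, from 0.75 to 1.41 in P7OE, from 2.29 to 3.04 in DuxKO-P7OE, from 0.11 to 0.19 at day 3, from −0.06 to 0.23 at day 9, from −0.10 to 0.21 at day 12 and from 0.09 to 0.44 at day 18. The Dux-dependent score ran from 1.94 to 2.08 in P7OE and from 0.09 to 0.35 in P7KO. The Dux-independent score ran from 0.19 to 0.25 in P7OE, from 1.21 to 1.27 in DuxKO-P7OE, from −0.69 to −0.65 in P7KO, from −0.56 to −0.51 at day 3, from −0.07 to −0.03 at day 12 and from 0.18 to 0.23 at day 18. Leaving out 1 WT library gave 3393 to 4818 calls in P7OE, 1406 to 2426 in P7KO and 2892 to 3533 in DuxKO of the Pramel7 table.

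No correlation between libraries of the same replicate number was over 0.1. They ran from −0.098 to 0.065 in the genotype table, from −0.024 to 0.035 in the Pramel7 table and from −0.08 to 0.092 in the time course, and between groups of 2 libraries both numbers give the same value. With the replicate number as a block, 5132 genes were called in CtbpDKO, 100 at day 12 and 87 at day 18, the germline median of Ctbp-Dux TKO against DuxKO was 2.02, and the calls of Uhrf1 in the interaction with Dppa2 and of D17H6S53E at day 18 were lost. The block changed no other call of a named gene where it was run. In the Pramel7 table it was run only for DuxKO against WT replicates 3 and 4. Depth limits the reading of Duxf3 and Pramel7 in WT, DuxKO and P7KO libraries, where both had 4 counts or fewer.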

Other observations

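Of the tests in this part, the one of low counts for the Dux-dependent genes at day 12 was chosen before its result was seen, and all others only after.

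Chromosome 8 genes were higher than in WT in several lines, with a median shift relative to the other chromosomes of 0.37 in CtbpDKO. After regression on gene length and mean level the chromosome 8 shift was 0.374. A few regulated genes do not explain it, because 81.8% of chromosome 8 genes lay above the median of the other genes. A change of chromosome copy number in some or all cells may explain the shift. A gain from 2 to 3 copies in all cells would give 0.58, and the shift in DKO-Dppa2 against Dppa2KO was 0.577, a pair chosen after the values were seen as the highest and lowest lines. DNA was not analysed here, so this stays a hypothesis.

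Chromosome 5 genes were higher in both Pramel7-overexpressing lines. In P7OE 86.4% of them lay above the median of the other genes, which a few regulated genes would not give. The shift was 0.39 in DuxKO-P7OE against DuxKO, where Pramel7 was higher than in P7OE. A response of these genes to Pramel7 and a change in copy number that arose in these lines cannot be told apart, because each line was made by overexpression and none without it shows the shift.

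In the time course the Dux-dependent score was still low at day 12, when Ctbp2 and the Dux-independent score were near the day 0 level. Low counts were not the cause, since 133 Dux-independent genes matched on the day 0 level differed from day 0 by −0.04. No single library made the difference, as the day 12 value closest to 0 with 1 library left out was −1.84. A slower return of the Dux-dependent genes may be part of the biology, as a hypothesis found and tested on the same data.

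The Ctbp knockout libraries kept Ctbp2 counts at 20.5% of the WT level. Wild-type cells among the knockout cells would carry Ctbp1 as well, and Ctbp1 was at 0.065% of the WT level in CtbpDKO. Whether the remaining reads come from a truncated transcript could not be read from counts per gene.

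In P7KO Uty had 0 counts and Ddx3y 2 in each library, where at least 401 counts of Uty would be expected at the WT level, so depth does not explain it. These genes, except Uty, were chosen after their values were seen. Uba1y had 3 to 8 counts against 105 to 161 in WT. Loss of the Y chromosome may explain these values, but Eif2s3y stayed at 8.71 CPM against 19.4 CPM in WT. Its reads could be shared with the X-linked copy, so loss of the whole chromosome and of a part cannot be told apart. P7KO also had 0 counts of Meg3 and Rian, and Dppa2KO had 0 of Meg3 and 2 to 6 of Rian. No explanation was tested for Meg3 and Rian.

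The Dux-independent score was lower in P7KO than in WT. The difference was −0.62 against the pair of WT libraries that gave the smaller one, and without the genes of chromosomes 5, 8 and 11 it was −0.64. Because Pramel7 had at most 4 counts in a WT library, an effect of its loss and other differences of the P7KO line cannot be told apart.

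AY036118 and Lars2 were higher at day 0 than at every later day of the time course. AY036118 had 2700 CPM at day 0 and 1540, 286, 576 and 354 CPM at days 3, 9, 12 and 18, and Lars2 had 547, 285, 62.8, 86.1 and 65.3 CPM. Both day 0 libraries had a larger share of structural RNA (19.76% and 20.65%) than those of days 9, 12 and 18 (15.8% to 19.49%) and a smaller one than those of day 3 (21.69% and 24.11%). This share is not the whole cause, because the median log2 difference of the 12 other structural RNA genes between day 0 and a later day was at most 0.40, at day 9, where AY036118 differed by 3.22 and Lars2 by 3.12. At day 3 it was −0.23, where they differed by 0.80 and 0.93. Lars2 was at 10.2 CPM in CtbpDKO of the genotype table, and its group means there ran from 9.94 CPM in WT to 11.8 CPM in DKO-Dppa2. AY036118 had 0 counts in all 12 libraries of that table, so its absence was not particular to CtbpDKO. A difference between library batches and a change with time cannot be told apart, as the labels name no batch.

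The libraries with conflicting labels had at most 4 counts of Ctbp1, which excludes a knockout of Dppa2 and Dux with intact Ctbp genes. Their 0 counts of Duxf3 leave open whether Dux was also lost. H19, chosen after its values were seen, was at 0.0833 CPM in WT, 13.5 in CtbpDKO, 25.5 in Ctbp-Dux TKO and 3.01 in DKO-Dppa2, and in the Pramel7 table at 1.18 in WT, 25.5 in P7OE and 30.4 in DuxKO-P7OE. Tsga13 varied within groups, from 0 to 405 counts in CtbpDKO, from 0 to 1215 at day 12 and from 16 to 525 in WT of the Pramel7 table.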
